A study of Mus musculus with 6 samples. Its data were reported in "BRD9 determines the cell fate of hematopoietic stem cells by regulating chromatin state" (2023).

How the data were processed

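Gene expression was measured by RNA-seq of poly(A)-selected RNA in 6 libraries, 3 control (Brd9fl/fl) and 3 Brd9 KO (Mx1-Cre Brd9fl/fl), named by the group and replicate number in the sample titles. The sources differ on what was sampled. The sample labels give lineage-negative marrow cells and describe pIpC treatment of transplant recipients, the series design describes primary mice, and the study's methods describe sorted Lin-c-Kit+ cells of primary mice. The labels call the libraries unstranded and the methods name a stranded kit, so values of genes that overlap an antisense gene are uncertain. The study describes biological triplicates, while the labels do not say that the replicates came from separate animals, and if they did not, the p-values measure only the spread between these libraries.

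Per the study's methods, the authors mapped the reads to mm10 with an nf-core pipeline that runs STAR and RSEM, and mm10 is also the build in the submitters' processing notes. The deposited files hold, for each of 24411 genes and each library, RSEM's expected count, an estimated count that divides reads shared between transcripts and need not be whole. They also hold the TPM (a length-scaled relative abundance) that the authors' RSEM run computed and an effective transcript length in bases. Between 3.88% and 4.35% of expressed genes per library had an expected count that was not whole, which marks genes that share reads with others. Globin, Ear and Klra genes have near-identical copies and their single values are uncertain. Expected counts per library summed to 28500167, 23915416 and 27369627 in control and 23599976, 25526253 and 21151032 in Brd9 KO. The 10 most abundant genes took 4.17% to 5.34% of a library and hemoglobin genes 0.095% to 0.212%. No pair of libraries of 1 group agreed within sampling noise (chi-square per degree of freedom 11.1 to 84.7), so none was treated as a copy of another, although separate preparations from the same animal would differ by more than this noise too.

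Expected counts were rounded to whole numbers, genes were filtered with filterByExpr, libraries were scaled by TMM (factors 0.927 to 1.077), and groups were compared with edgeR 4.0.16 (quasi-likelihood test, no covariate) in R 4.3.3. P-values were adjusted by Benjamini-Hochberg over the 12953 genes tested, and genes with an adjusted p under 0.1 were called. That threshold and the 1.5-fold change were the study's. The common biological coefficient of variation was 0.175. CPM are TMM-scaled, SD is over 3 libraries, and SE is the log2 fold change divided by the root of the test's F statistic. The study used DESeq2 with independent hypothesis weighting, which was not run here. Brd9 was also compared with an exact two-sided permutation test. Positions of genes and exons were taken from an mm10 annotation, in which 99.6% of the genes were found, and 97.8% had a matching RefSeq transcript.

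The groups, the tests, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The study's own heat map of these samples, which shows some stromal, NK and lymphoid genes, had been seen by then, so those lists are not wholly independent of it. The genes named are Brd9, the 10 largest rises and the 10 largest falls among called genes that changed over 1.5-fold, had a mean of at least 2 CPM and did not overlap between groups, up to 4 called members per list with the smallest p (or, where none was called, the 2 most abundant members), and 7 genes taken from the study's text. A few genes that this rule names are not reported here. The lists cover stem cell, lymphoid priming and early B, granulocyte-monocyte progenitor, neutrophil, erythroid, heme biosynthesis, megakaryocyte and platelet, basophil and mast cell, eosinophil, macrophage, dendritic cell, mesenchymal stroma, osteoblast and osteocyte, endothelial, T cell, NK cell, and mature B and plasma cell genes. They further cover MYC and ribosome biogenesis, ribosomal protein, oxidative phosphorylation, cell cycle, p53 and DNA damage, interferon response, immediate early and dissociation stress, SWI/SNF, and CTCF and cohesin genes. A few genes stand in more than 1 list, such as Gata2, Bst2, Ccr9 and Runx2. The 27 lists were tested with camera from limma 3.58.1 (preset correlation 0.01, adjusted p under 0.05), with camera using a correlation estimated from the data, and with fry. Symbols not matched in the files were Ly6g, Emr1, Igj, Bicra, Bicral and Wapl.

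The procedure was tested on simulated counts drawn from these libraries' means and sizes, in which 200 genes were changed and 12851 were tested. It recovered 38.8% of genes changed 1.5-fold, 85.1% of those changed 2-fold and 98.5% of those changed 4-fold (65 of 66, the other not passing the expression filter). Of 169 calls, 21 (12.4%) were false. The alternatives were other scalings, filters and thresholds, DESeq2 1.42.0, limma-voom, limma on log2(TPM + 1) and log2(TPM + 0.1), a robust fit, the replicate number as a block, each library left out in turn and, chosen after seeing the data, a correction for gene length.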

Results

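To ask how loss of Brd9 alters the transcriptional program of hematopoietic stem and progenitor cells, bulk RNA-seq was performed on lineage-negative bone marrow cells from the femora and tibiae of C57BL/6 mice, which the study's methods describe as sorted for the progenitor receptor c-Kit as well. Brd9 encodes a bromodomain protein that is a subunit of the non-canonical BAF (SWI/SNF) chromatin remodelling complex. The 6 libraries fell into 2 groups, 3 control (Brd9fl/fl) and 3 Brd9 KO (Mx1-Cre Brd9fl/fl), where Mx1-Cre is a recombinase switched on in hematopoietic cells by injection of pIpC, a double-stranded RNA mimic. All mice received 3 injections of pIpC at 20 mg/kg, and cells were taken 8 weeks later. The control genotype holds no Cre, so an effect of Cre itself cannot be told apart from loss of Brd9. Expected read counts per library summed to between 21151032 and 28500167 over 24411 genes, and between 15160 and 15491 genes had a count in a given library. Log2 CPM correlated at r of 0.970 to 0.992 between libraries of the same group and at 0.954 to 0.974 between groups, across genes, which are not independent replicates. The first principal component held 50.1% of the variance and separated the groups, while the second held 26.7% and set Brd9 KO replicate 3 apart from the other libraries.

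Brd9 itself was lower in every KO library than in every control library. Its level was 49.0 ± 3.11 CPM in control and 16.7 ± 3.89 CPM in Brd9 KO (mean ± SD, n = 3 each), so that 34.1% of the control level was left. The log2 fold change was -1.56 ± 0.17 (SE), with an adjusted p of 0.00345 in edgeR's quasi-likelihood test. An exact two-sided permutation test of the 6 values gave p = 0.1, the smallest value that 3 libraries against 3 can give. Brd9 lies on chromosome 13 from 73937801 to 73960895 (mm10) and has 16 exons in the annotation, of which Cre removes exons 4 to 6 (73940237 to 73942054). These exons hold 317 coding bases, a number that leaves a remainder of 2 when divided by 3, and make up 13.2% of the 2407-base transcript. Gene-level counts keep the reads of the other exons, and a loss of the reads of exons 4 to 6 alone would lower the count by 0.20 on the log2 scale.

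The Brd9 KO cells differed widely from control, with more genes higher than lower. Of 12953 genes tested, 1999 passed an adjusted p of 0.1, 1190 higher and 809 lower in Brd9 KO. With a change of over 1.5-fold required as well, 877 genes were higher and 348 lower, 1225 in all. The 3 KO libraries lay wholly above or wholly below the 3 control libraries for 4343 genes, or 33.5% of those tested, where chance gives 10%. Leaving out Brd9 KO replicate 3 raised the number of calls to 4150 (2141 higher and 2009 lower), and it fell to 641 without Brd9 KO replicate 1, 801 without Brd9 KO replicate 2, 1010 without control replicate 1, 729 without control replicate 2 and 917 without control replicate 3. The 1225 became 2071 without Brd9 KO replicate 3, 617 and 728 without Brd9 KO replicates 1 and 2, and 680 and 782 without control replicates 2 and 3. The share of calls that were higher was 59.5%, but 51.6% without Brd9 KO replicate 3 and between 62.3% and 72.2% without any other library. Scaling by the library total alone gave 1402 genes higher and 489 lower.

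**Figure D1:**
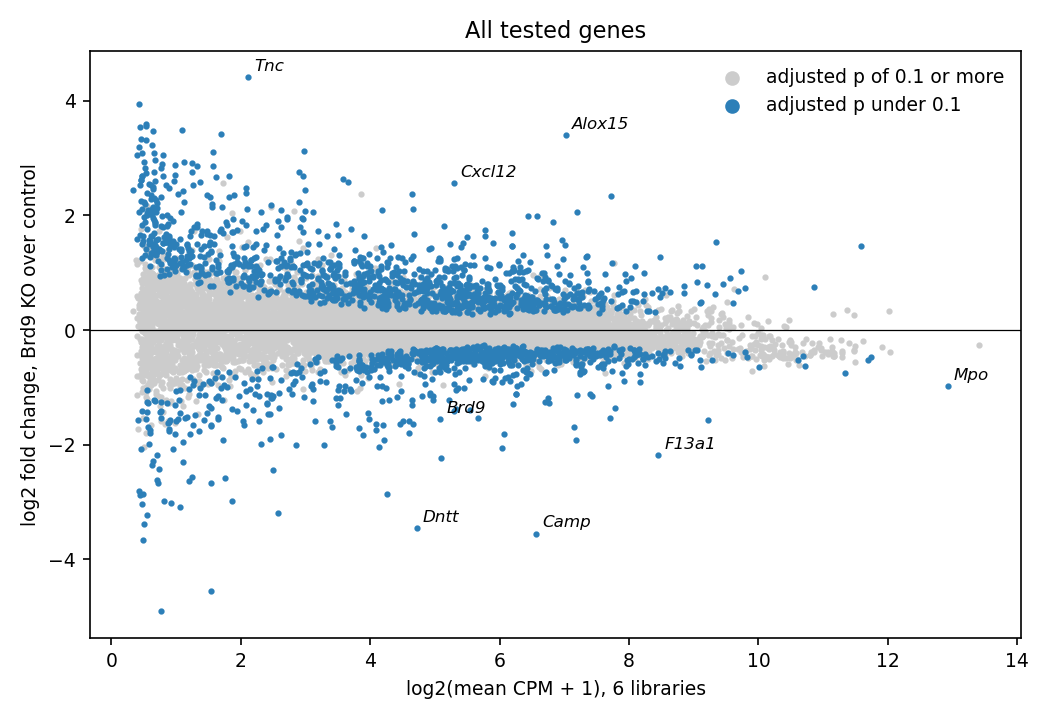
Log2 fold change of Brd9 KO over control (vertical axis) against log2(mean CPM + 1) over the 6 libraries (horizontal axis), 1 point per tested gene. Blue points are the 1999 genes with an adjusted p under 0.1, of which 1190 lie above 0 and 809 below, and 8 genes are named.

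Tnc, Alox15, Ccr3 and Cxcl12 were among the 10 largest rises. Tnc, the matrix glycoprotein tenascin C, rose from 0.291 ± 0.143 to 6.36 ± 1.61 CPM (log2 fold change 4.41 ± 0.39, adjusted p = 0.00192). Alox15, a lipoxygenase of eosinophils and macrophages, rose from 22.2 ± 2.52 to 235 ± 61.0 CPM (3.40 ± 0.21, adjusted p = 0.000868), and Ccr3, the eotaxin receptor, by 3.13 on the same scale. The chemokine Cxcl12, which retains hematopoietic cells in the marrow, rose from 11.1 ± 2.74 to 65.7 ± 12.04 CPM (2.56 ± 0.21, adjusted p = 0.00139). The other genes among the 10 largest rises were Pde3a (2.75), Gzma (2.69), Mag (2.69), Lepr (2.67), Igfbp5 (2.63) and Igfbp7 (2.58 ± 0.20, adjusted p = 0.00122), each given as a log2 fold change. Pde3a lost its call under 8 of 21 alternatives. It stood at 14.1, 16.7 and 2.89 CPM in the KO libraries, against 0.833 to 2.32 CPM in control.

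Dntt, Camp, F13a1 and Sphk1 were among the 10 largest falls. Dntt, the terminal transferase that adds nucleotides during antigen receptor rearrangement, fell from 46.5 ± 6.59 to 4.19 ± 1.19 CPM (log2 fold change -3.46 ± 0.22, adjusted p = 0.000925). F13a1, the coagulation factor XIII A chain made by monocytes and platelets, fell from 572 ± 69.0 to 127 ± 26.2 CPM (-2.18 ± 0.17, adjusted p = 0.00122). Sphk1, a sphingosine kinase, fell from 105 ± 9.55 to 25.1 ± 1.69 CPM (-2.06 ± 0.11, adjusted p = 0.000575). Camp, the cathelicidin of neutrophil granules, stood at -3.55 ± 0.93 (adjusted p = 0.0573), with 3.97, 2.76 and 38.0 CPM in the 3 KO libraries against 107 to 244 CPM in control. The other falls were Myl10 (-3.20), Tctex1d1 (-2.98), Wfdc21 (-2.87), Lmcd1 (-2.58), Acsl6 (-2.45) and Fosb (-2.24).

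**Figure D2:**
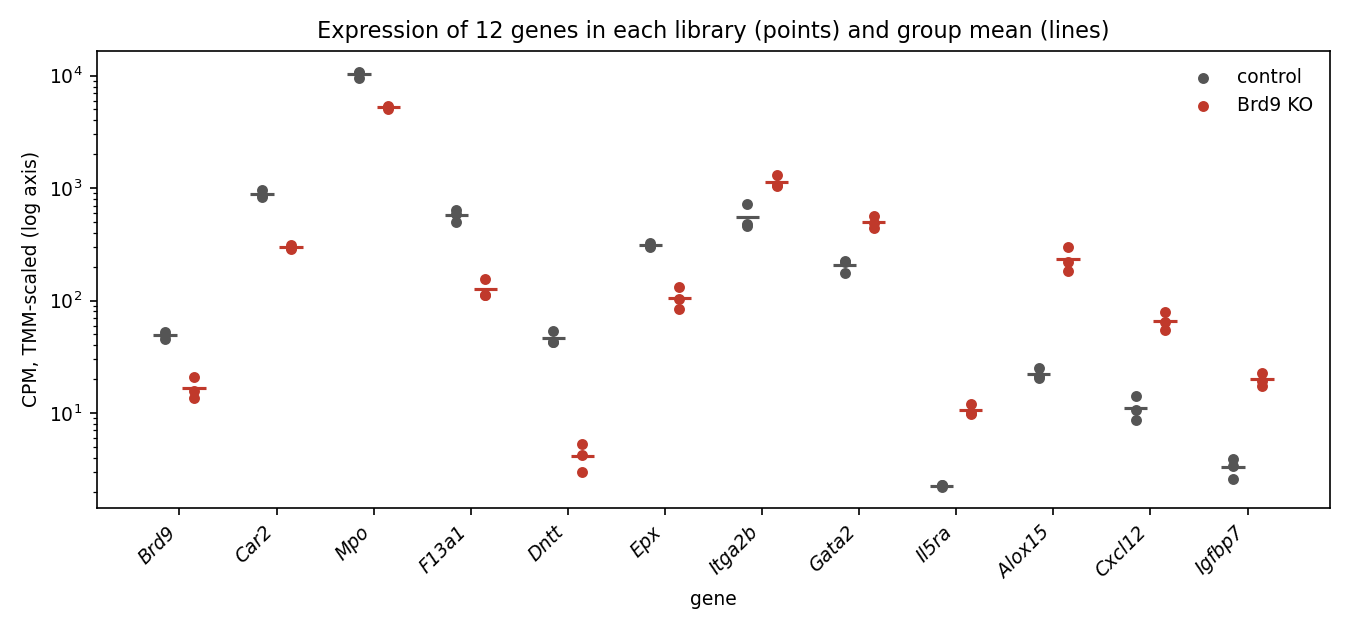
CPM on a log axis (vertical) of 12 genes (horizontal) in each library, with control in grey and Brd9 KO in red. Points are single libraries and lines are group means of 3 libraries, and in each of the 12 genes the KO points lie wholly above or wholly below the control points.

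Lineage programs were then compared through gene lists fixed before the data were examined. Genes of lymphoid priming and early B cells moved in both directions, with 4 of 24 tested members higher, 5 lower and 15 not past the test (6 higher and 7 lower when adjusted over the list alone). Dntt and Rag2, a recombinase subunit (log2 fold change -2.08 ± 0.36), were lower, while Ikzf3 (1.03 ± 0.20) was higher. The list as a whole was not called by camera, a competitive test against all other genes (adjusted p = 0.16, direction lower with a mean of -0.36 and a median of 0.09), except without control replicate 2 (adjusted p = 0.04). The higher members numbered 1 without control replicate 2 and 2 without control replicate 1 or Brd9 KO replicate 1 or 2, and the lower members 8 without Brd9 KO replicate 3, 2 without Brd9 KO replicate 2 and 3 without control replicate 1 or 3 or Brd9 KO replicate 1. Il7r, the interleukin 7 receptor, was at 5.32 ± 1.26 CPM in control and 5.66 ± 0.69 CPM in Brd9 KO (log2 fold change 0.09 ± 0.23, adjusted p = 0.828).

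Stem cell genes likewise split, with 4 of 20 higher, 4 lower and 12 not past the test (5 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.42). The transcription factors Gata2 (1.27 ± 0.14) and Meis1 (1.12 ± 0.16) rose on the log2 scale. Hoxa9, a homeobox gene of stem cells, fell from 28.7 ± 5.51 to 13.7 ± 1.59 CPM (-1.07 ± 0.17, adjusted p = 0.0115). Leaving out Brd9 KO replicate 3 left 8 members higher, and leaving out any other library left 1 or 2 lower.

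Granulocyte-monocyte progenitor genes were lower as a list (camera adjusted p = 0.00053; adjusted p = 0.49 with an estimated correlation), with 6 of 24 lower, 3 higher and 15 not past the test. Adjusted over the list alone, 11 were lower and 5 higher, and DESeq2 called 10 lower. Mpo, the myeloperoxidase of primary granules, fell from 10320 ± 716 to 5248 ± 157 CPM (-0.98 ± 0.12), and Irf8, a regulator of monocyte fate, fell by 0.76. Csf2rb, the shared receptor chain for GM-CSF, IL-3 and IL-5, rose by 0.86 ± 0.17. The other higher members were Cebpa (0.38) and Fcgr3 (0.37). The study reported a positive enrichment of a granulocyte-monocyte progenitor signature in Brd9 KO, the direction opposite to that of this list. The study's gene set was not tested here. Without Brd9 KO replicate 3, 14 members were lower, and without control replicate 1 or 2 or Brd9 KO replicate 1 or 2, 3 were. The higher members numbered 1 when any library except Brd9 KO replicate 3 was left out. Relative to the control mean on the log2 scale, the list median was -0.46, -0.42 and -0.03 in Brd9 KO replicates 1, 2 and 3. It was -0.02 to 0.03 in control libraries, so Brd9 KO replicate 3 lay near control. Genes of neutrophil granules and maturation were not called (2 of 19 higher, 1 lower, 16 not past the test, and 2 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.42). Padi4 and Itgam rose by 1.20 and 1.19. Brd9 KO replicate 3 stood apart here, with a list median of 1.52 above the control mean on the log2 scale against -0.83 and -0.61 in the other 2 KO libraries, and without it the list was lower (median -0.73, camera adjusted p = 6.4e-06), with 10 members lower, while without any other library none was. Without Brd9 KO replicate 1 the list was called higher (camera adjusted p = 0.0059).

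Erythroid genes were lower in Brd9 KO. Of 25 tested members, 12 were lower, none was higher and 13 did not pass the test, and 13 were lower adjusted over the list alone (camera adjusted p = 3.3e-09; adjusted p = 0.25 with an estimated correlation). Carbonic anhydrase 2 (Car2) fell from 890 ± 67.9 to 298 ± 13.2 CPM (-1.57 ± 0.11, adjusted p = 0.00101). Klf1, an erythroid transcription factor, fell by 0.74, the adducin gene Add2 by 0.98 and Rhag, of the Rh complex, by 0.69 on the log2 scale. The transcription factor genes Gata1 (-0.05), Tal1 (0.01) and Nfe2 (0.15) of this list did not pass. Hbb-b2 and Hbb-bt held identical counts in all 6 libraries and both entered the 12, so that these near-identical globin copies count as 1 gene, and values of the other globin copies are uncertain for the same reason. Heme biosynthesis genes moved the same way, with 7 of 13 lower, 6 not past the test and 9 lower adjusted over the list alone (camera adjusted p = 8.8e-05; adjusted p = 0.3 with an estimated correlation). These included Alas1 (-0.57), Urod (-0.54) and Alad (-0.52), enzymes of the pathway, while Alas2 (-0.15) did not pass. With 1 library left out, the number of lower members ranged from 5 (without Brd9 KO replicate 1; 6 without control replicate 3) to 15 (without Brd9 KO replicate 3) for the erythroid list. For the heme list it was 8 without Brd9 KO replicate 3 and between 0 and 3 without any other library.

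Megakaryocyte and platelet genes were higher, with 13 of 23 higher and 10 not past the test (15 higher and 1 lower adjusted over the list alone). Camera gave an adjusted p of 1.4e-09, and an adjusted p of 0.42 with an estimated correlation. Itga2b and Itgb3, the integrin chains of the platelet fibrinogen receptor, rose from 556 ± 147 to 1143 ± 153 CPM and from 331 ± 65.1 to 717 ± 159 CPM, Vwf by 1.17 and Nbeal2 by 0.95 on the log2 scale. The higher members numbered 6, 7 and 8 without control replicate 3, control replicate 2 and Brd9 KO replicate 1. Basophil and mast cell genes were also higher, in 7 of 8 tested members, with 7 adjusted over the list alone (camera adjusted p = 1.8e-10; adjusted p = 0.25 with an estimated correlation). Of the high-affinity IgE receptor chains, Ms4a2 rose by 1.28 on the log2 scale and Fcer1a from 108 ± 11.7 to 216 ± 47.9 CPM, the mast cell carboxypeptidase Cpa3 rose by 1.12, and 4 members passed without control replicate 2, control replicate 3 or Brd9 KO replicate 1.

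Eosinophil genes showed large rises with a single gene opposed. Of 10 tested members, 9 were higher and 1 lower, and the counts were the same adjusted over the list alone (camera adjusted p = 1.2e-15; adjusted p = 0.2 with an estimated correlation). Il5ra, the interleukin 5 receptor, rose from 2.26 ± 0.06 to 10.6 ± 1.19 CPM (2.23 ± 0.18, adjusted p = 0.00122), with Alox15 and Ccr3 as given above. Epx, the eosinophil peroxidase, fell from 310 ± 12.1 to 106 ± 24.5 CPM (-1.54 ± 0.17, adjusted p = 0.00345). The Ear genes of this list are near-identical ribonuclease copies that can share reads, and their single values are uncertain.

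Markers of non-hematopoietic cells, which the study's lineage cocktail does not target for removal, were higher in Brd9 KO. In the mesenchymal stroma list, 18 of 22 tested members were higher, 2 lower and 2 not past the test, with a median log2 fold change of 2.25 (19 higher and 2 lower adjusted over the list alone; camera adjusted p = 4.6e-18; adjusted p = 0.2 with an estimated correlation). This count and median are partly set by the expression filter. Of 15 members with a control mean under 5 CPM, only 5 would have passed it on the control libraries alone. Those 5 were all higher. Of the 7 more abundant members, 3 were higher and 2 lower. Besides Cxcl12 and Igfbp5, the adipokine gene Adipoq rose from 0.588 ± 0.139 to 3.01 ± 0.40 CPM (2.35 ± 0.28). Serpinf1, a secreted serpin, fell from 56.9 ± 11.8 to 21.8 ± 1.05 CPM (-1.38 ± 0.16, adjusted p = 0.00369). In this list 1 member was lower without Brd9 KO replicate 1 or 2. Osteoblast and osteocyte genes were higher in 5 of 10 tested members (7 adjusted over the list alone; camera adjusted p = 5.9e-05; adjusted p = 0.2 with an estimated correlation), among them Ibsp (2.47), Sp7 (2.55), Spp1 (1.27) and Col11a1 (3.05). Without Brd9 KO replicate 1, 2 members passed, and without control replicate 2, 3 did. Sp7 and Col11a1 stood at 0.14 and 0.065 CPM in control and at 0.85 and 0.57 CPM in Brd9 KO. Every control library lay under the filter's 0.4 CPM for these genes, so they entered the test through the KO libraries. Runx2 (-0.11), Bglap (0.37) and Bglap2 (-0.18) were not called. Endothelial genes were higher in 7 of 16 (10 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.0063; adjusted p = 0.41 with an estimated correlation), with Cldn5 (2.82), Flt4 (1.48), Kdr (1.04) and Pecam1 (0.54), and in 3 of 16 without control replicate 2 or 3 or Brd9 KO replicate 1 or 2. Cldn5 stood at 0.10 CPM in control and 0.76 CPM in Brd9 KO, and it too lay under the filter in every control library. Plvap (0.02), Emcn (-0.33), Egfl7 (-0.37) and Eng (-0.26) of the endothelial list did not pass. On log2(TPM + 1) in place of counts, neither the osteoblast (adjusted p = 0.1) nor the endothelial list (adjusted p = 0.28) was called.

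Among markers of mature immune cells, macrophage genes were higher in 7 of 15 and lower in 2 (9 and 2 adjusted over the list alone; camera adjusted p = 0.0047; adjusted p = 0.52 with an estimated correlation). The complement genes C1qb (2.18) and C1qc (1.67) and the lysosomal gene Cd68 (0.76) rose, and Vcam1, an adhesion molecule, fell by 1.40, and 3 or 4 members were higher without control replicate 2 or 1, with 1 lower without control replicate 1 or 3 or Brd9 KO replicate 1. On unfiltered log2(TPM + 1) the macrophage list was not called (adjusted p = 0.059). NK cell genes were higher in 8 of 15 and lower in 1 (9 and 2 adjusted over the list alone; camera adjusted p = 0.0036; adjusted p = 0.52 with an estimated correlation). Gzma, Eomes (1.88) and Il2rb (1.20) rose while Nkg7, which stood at 268 ± 37.7 CPM in control, fell to 137 ± 21.8 CPM (-0.97 ± 0.15). The NK list was not called without Brd9 KO replicate 3 (camera adjusted p = 0.064, with 4 members lower) or on log2(TPM + 0.1) (adjusted p = 0.057), and 5 members were higher without control replicate 1 or 2 or Brd9 KO replicate 2. Dendritic cell genes were lower as a list (camera adjusted p = 0.0088; adjusted p = 0.43 with an estimated correlation), with 3 of 14 lower, Cox6a2 (-2.30), Bst2 (-0.70) and Cd209a (-0.71), and 3 adjusted over the list alone. Over all genes, 6 were lower without Brd9 KO replicate 3 and 1 without any other library. T cell genes were not called as a list (camera adjusted p = 0.15, but 0.034 without control replicate 3 and 0.043 without Brd9 KO replicate 2, and 0.022 on log2(TPM + 1)), and Cd4 (1.39) was the 1 member of 12 to pass, on either adjustment, against 2 by DESeq2, 2 without Brd9 KO replicate 3 and 0 without control replicate 2 or Brd9 KO replicate 2. No member of the mature B and plasma cell list (10 tested) passed edgeR's test at an adjusted p of 0.1 on either adjustment, none at an unadjusted p under 0.05 and 0 by DESeq2 (camera adjusted p = 0.89), though 2 were lower without Brd9 KO replicate 3. Jchain stood at 3655 ± 756 CPM in control and 4618 ± 2140 CPM in Brd9 KO and Xbp1 at 286 ± 5.71 and 291 ± 64.5 CPM.

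**Figure D3:**
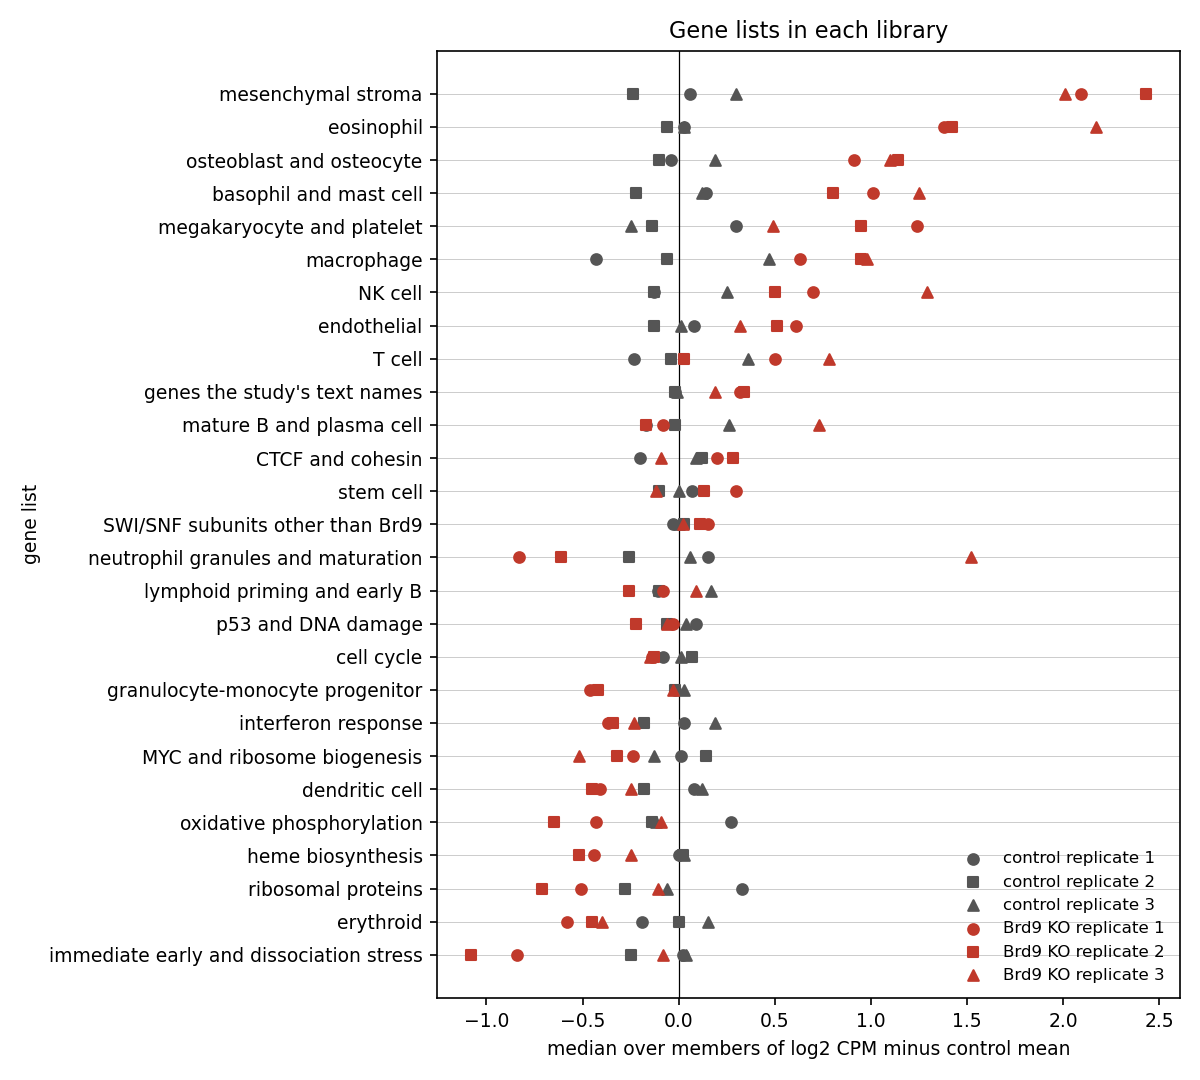
Median over the members of each gene list (vertical axis) of log2 CPM minus the control mean (horizontal axis), 1 point per library, with control in grey, Brd9 KO in red and a marker shape per replicate number. The mesenchymal stroma points of Brd9 KO lie between 2.01 and 2.43, and in the neutrophil list Brd9 KO replicate 3 lies at 1.52 while the other 2 KO libraries lie below 0.

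The MYC and ribosome biogenesis, ribosomal protein and oxidative phosphorylation lists were lower by camera, with medians between -0.36 and -0.44, and none of the 3 was called by fry (adjusted p of 0.061, 0.19 and 0.16). In the MYC and ribosome biogenesis list, 17 of 34 were lower, none was higher and 24 were lower adjusted over the list alone (camera adjusted p = 4.4e-09; adjusted p = 0.42 with an estimated correlation). Myc fell from 294 ± 15.8 to 204 ± 17.4 CPM (-0.52 ± 0.11, adjusted p = 0.028), with Wdr12 (-0.55), Phb (-0.58) and Ppan (-0.49), and no member passed without control replicate 2, 1 without Brd9 KO replicate 2, 2 without control replicate 1 or Brd9 KO replicate 1 and 10 without control replicate 3. Ribosomal protein genes had a median log2 fold change of -0.44, but only 5 of 81 passed the test over all genes and none adjusted over the list alone (camera adjusted p = 6e-12; adjusted p = 0.52 with an estimated correlation). These were Rps2 (-0.53), Rps27l (-0.57), Rpl12 (-0.63), Rpl26 (-0.69) and, named after its value was seen, Rplp0 (-0.47). DESeq2 called 22 ribosomal protein and 19 oxidative phosphorylation genes lower. In oxidative phosphorylation, 10 of 77 were lower over all genes and none over the list alone, with a median of -0.37 (camera adjusted p = 1.2e-10; adjusted p = 0.52 with an estimated correlation), among them Cycs (-0.51), Uqcrc1 (-0.47), Ndufa12 (-0.49) and Uqcrfs1 (-0.43). Without Brd9 KO replicate 3, 78 ribosomal protein and 68 oxidative phosphorylation genes were lower, and without any other library 0 or 1 and 0 to 3. The groups overlapped in the library medians of both lists. For ribosomal proteins the median was -0.11 in Brd9 KO replicate 3 and -0.28 in control replicate 2. For oxidative phosphorylation it was -0.09 in Brd9 KO replicate 3, and -0.14 and -0.12 in control replicates 2 and 3. Fold changes rose with gene length across genes (Spearman rho 0.38), from a median of -0.28 in the tenth of genes with the shortest transcripts to 0.27 in the tenth with the longest, and ribosomal protein transcripts are short (median 500 against 2553 bases for all tested genes).

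Of cell cycle genes, 3 of 30 were lower (2 adjusted over the list alone; camera adjusted p = 0.0098; adjusted p = 0.47 with an estimated correlation), Cdt1 (-0.45), Cdc6 (-0.43) and Rrm2 (-0.33, adjusted p = 0.0885), of which Rrm2 lost its call under 12 of 21 alternatives. DESeq2 called 5 lower. The median of this list was -0.16 on counts and 0.05 on log2(TPM + 1), where it was not called (adjusted p = 0.1), and 8 members were lower without Brd9 KO replicate 3, 1 without control replicate 3 and 0 without control replicate 2 or Brd9 KO replicate 1. No p53 and DNA damage gene of 15 passed edgeR's test on either adjustment, none at an unadjusted p under 0.05 and 0 by DESeq2 (camera adjusted p = 0.46), though 2 were lower without Brd9 KO replicate 3, and Bax and Trp53inp1 stood at log2 fold changes of -0.40 ± 0.18 and 0.45 ± 0.23. Trp53inp1 was called higher with the replicate number as a block. Interferon response genes were lower in 5 of 25 and higher in 1 (9 and 1 adjusted over the list alone; camera adjusted p = 0.0036; adjusted p = 0.52 with an estimated correlation). Oasl1 fell from 10.02 ± 1.11 to 2.48 ± 0.13 CPM (-2.01 ± 0.18, adjusted p = 0.00192), Oas1a by 0.53 and Ifi44 by 1.01, while the RNA sensor gene Ddx58 rose by 0.73. The list was not called without control replicate 3 (camera adjusted p = 0.059), and its lower members numbered 8 by DESeq2, 9 without Brd9 KO replicate 3 and 1 or 2 without any other library. Of the immediate early and dissociation stress genes, 7 of 20 were lower and 1 higher (9 and 2 adjusted over the list alone; camera adjusted p = 1.1e-06; adjusted p = 0.3 with an estimated correlation). The AP-1 genes Jun (-1.36), Fosb and Fos (-1.92) and the zinc finger gene Egr1 (-1.65) were lower, and this list had a median of -0.08 in Brd9 KO replicate 3 against -0.84 and -1.08 in the other KO libraries. Without Brd9 KO replicate 3, 12 of its members were lower and 3 higher, and without Brd9 KO replicate 1, 4 were lower. The higher members numbered 2 without control replicate 2 and 0 without control replicate 1 or 3 or Brd9 KO replicate 1 or 2.

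Other subunits of SWI/SNF complexes mostly did not pass the test. Of 26 tested, 2 were higher, Gltscr1l (0.93 ± 0.20, adjusted p = 0.0336) and Gltscr1 (0.91 ± 0.29, adjusted p = 0.0968), the paralogs that with Brd9 define the non-canonical BAF complex, and Phf10, a subunit of the PBAF complex, was lower (-0.40 ± 0.09, adjusted p = 0.0354). Adjusted over the list alone, 1 was higher and 1 lower, and the list was not called (camera adjusted p = 0.5). No CTCF and cohesin gene of 12 passed edgeR's test on either adjustment, none at an unadjusted p under 0.05 and 0 by DESeq2 (camera adjusted p = 0.42), with Rad21 at 0.22 ± 0.13 and Smc1a at 0.08 ± 0.14. Without Brd9 KO replicate 3, 7 SWI/SNF genes were higher and 2 lower, and 3 CTCF and cohesin genes were higher. Without any 1 of the other 5 libraries 1 SWI/SNF gene was higher, with Gltscr1 no longer called, and among these 5 settings Phf10 kept its call only without control replicate 1. In a list of 7 genes taken from the study's text, chosen in part on these samples and so not independent evidence of a direction, Igfbp7 was higher and Dntt lower (3 higher without Brd9 KO replicate 3), and 2 were higher and 1 lower adjusted over the list alone (camera adjusted p = 0.79). The rest stood at Myb 0.28 ± 0.10, Hgfac 0.75 ± 0.37, Etv6 0.37 ± 0.18, Spi1 -0.07 ± 0.17 and Il7r as given above. DESeq2 called 2 of the 7 higher and 1 lower. Myb was called higher by DESeq2, with the library total, with the length correction and without Brd9 KO replicate 3.

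In all, camera called 18 of the 27 lists at an adjusted p of 0.05, 8 higher and 10 lower. Splits of the libraries that mixed the groups gave 9 to 17 lists by the same test. Its p-values thus do not by themselves show a difference between the groups. With a correlation between genes estimated from the data none was called, at a lowest adjusted p of 0.2 (5 lists had an unadjusted p under 0.05), and fry, which asks whether the genes of a list move on balance in a single direction without comparing them with other genes, called 9. These were the erythroid, heme biosynthesis, basophil and mast cell, eosinophil, mesenchymal stroma, osteoblast and osteocyte, endothelial, and immediate early lists and the 7 genes taken from the study's text.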

Values the study reported

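The study compared the same kind of libraries from Lin-c-Kit+ marrow cells and counted 744 genes as upregulated and 277 as downregulated in the Brd9 KO group, at an adjusted p below 0.1 together with a log2 fold change beyond log2(1.5) in size.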

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

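The length correction was chosen after the data were seen, and all other alternatives before. Brd9 kept its direction and its call under every alternative run. Of the 1999 genes, DESeq2 shared 1964 in a total of 2733, and no gene that an alternative shared with the 1999 had the opposite direction. On TPM fewer genes passed: 999 (832 higher, 167 lower) on log2(TPM + 1), 972 on log2(TPM + 0.1) and 1165 without a filter, where 719 changed over 1.5-fold, and 62 and 61 of the called named genes passed on the filtered values, where 86 of the 96 were tested. The median log2 fold change of all genes was 0.016 on counts, 0.102 with the library total, 0.191 on log2(TPM + 1) and 0.209 on log2(TPM + 0.1). At an adjusted p under 0.05, 1015 genes passed, by construction fewer. With 1 library left out, between 641 and 4150 genes passed, and between 617 and 2071 over 1.5-fold. The length correction gave 2794 calls, 1713 shared. Of the lists, 0 were called with an estimated correlation and 9 by fry. The remaining scalings, filters, limma-voom and the robust fit kept the count of calls within 1.5 times. DESeq2 has no list test, and the gene threshold and the robust fit do not enter the list test. Of 95 called named genes other than Brd9, 55 were called under each alternative run for them, which for 6 of these were fewer than all 21.

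Of the called results, only the median of the cell cycle list turned, from -0.16 to 0.05 on each TPM setting (camera adjusted p of 0.1, 0.1 and, unfiltered, 0.17, direction still lower). Medians of lists that were not called turned for p53 (0.11, 0.11 and 0.06 on TPM), lymphoid (-0.01 without control replicate 1, -0.18 without Brd9 KO replicate 3), neutrophil (-0.73) and mature B and plasma cell genes (-0.17, both without Brd9 KO replicate 3) and SWI/SNF genes (-0.02 with the length correction). Spi1 went to 0.01 with the library total, 0.13 on TPM with each pseudocount and filter, and 0.10 with the length correction. With 1 library left out, Spi1 ranged from -0.28 to 0.04, Il7r from -0.08 to 0.26, Smc1a from -0.02 to 0.20, Jchain from -0.11 to 0.53 and Xbp1 from -0.17 to 0.13. By camera's direction (adjusted p given), mature B and plasma cell genes turned with the library total (0.99), without a filter (0.88) and on unfiltered TPM (0.66), neutrophil genes on TPM (0.59, 0.54 and, unfiltered, 0.71), stem cell genes on unfiltered TPM (0.9), and CTCF and cohesin genes with the length correction (0.65). With 1 library left out, the range was 0.21 to 0.93 for mature B and plasma cell, 6.4e-06 to 0.68 for neutrophil, 0.11 to 0.98 for CTCF and cohesin and 0.7 to 0.93 for the 7 genes taken from the study's text. The cause was not tested, except that fewer libraries were used where 1 was left out.

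Same-numbered libraries did not deviate together for numbers 1 and 3 (r of -0.087 and 0.023), while those of number 2 did in part (r of 0.44). Only 2 of 6 libraries correlated best with their own number, so a pairing of the libraries by number was not shown. With the replicate block, 2077 genes passed, 1309 over 1.5-fold, with 18 lists and Brd9 at -1.57. Of these genes 1759 were shared with the main test. Of the 96 called named genes 95 kept their call, Rrm2 lost its call and Trp53inp1 gained one. At this depth and n, 38.8% of simulated 1.5-fold changes were recovered, so small changes that did not pass are not shown to be absent.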

Other observations

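The tests of library length slopes, of stromal genes against other cell types, of weakly expressed stromal genes, the length correction and the allowance for unequal lengths of matched genes were chosen after the results were seen, as were the 6 gene groups that follow and the genes named in them. Hoxa and Hoxb genes, homeobox transcription factors, had a median log2 fold change of -0.73 over 11 tested, with 4 lower (Hoxa9, Hoxa10 at -1.04, Hoxb3 at -0.73 and Hoxb5 at -2.07; 3 of them also in the stem cell list) and none higher (camera adjusted p = 0.00064; adjusted p = 0.14 with an estimated correlation). Integrin subunits were higher in 8 of 23 (median 0.59, camera adjusted p = 1.7e-05; adjusted p = 0.082 with an estimated correlation), among them Itgb2, the leukocyte beta chain (0.97), and Itgae (2.23), and 3 of the 8 also stand in the megakaryocyte or neutrophil lists. Semaphorins and plexins, guidance ligands and their receptors, were higher in 6 of 18 (camera adjusted p = 0.0018; adjusted p = 0.1 with an estimated correlation), with Sema4d at 0.44 and Sema6d at 0.95. Collagen chains were higher in 7 of 21 and lower in 2 (camera adjusted p = 0.0086; adjusted p = 0.1 with an estimated correlation), with Col6a1 at 2.87 and Col5a1 at -1.58, and 5 of the 7 also stand in the stroma or osteoblast lists. Of 57 histone genes edgeR called 0 (3 at an unadjusted p under 0.05, 0 by DESeq2), and of 18 genes within 1 Mb of Brd9 also 0 (5 at an unadjusted p under 0.05, 1 by DESeq2, median 0.05).

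Short genes were lower and long genes higher in Brd9 KO. The slope of log2 CPM on log2 length spanned 0.28 within Brd9 KO (0.102, 0.194 and -0.083) against a difference of 0.142 between group means (exact two-sided permutation p = 0.3, smallest possible 0.1), so the trend may be a length bias that differs from library to library. Of 10000 lists matched on length and expression, 0% had a median as low as the MYC, heme or erythroid lists, which argues against the gene length trend as the whole cause there. The match was looser for ribosomal proteins (0% as low; 500 against 609 bases in matched genes, which were also less expressed) and oxidative phosphorylation (0.05% as low; 478 against 603 bases), and with an allowance for these gaps the lower 95% bound of matched lists was -0.37 against a list median of -0.44 for the former and -0.38 against -0.37 for the latter, so that for oxidative phosphorylation the length trend cannot be told apart from a change of the list. After the length correction the medians were -0.17 for ribosomal proteins, -0.13 for oxidative phosphorylation, -0.34 for MYC, -0.31 for heme and -0.59 for erythroid genes.

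Mesenchymal stroma genes were higher in Brd9 KO, and 0% of the lists matched for the gene length trend had a median as high. The median stromal change lay above that of mature B and plasma cell genes by 2.08 (bootstrap 95% interval 1.36 to 2.52) and T cell genes by 1.82 (1.1 to 2.38). For endothelial, macrophage, NK cell and dendritic cell genes the gap was 1.71 (0.84 to 2.51), 1.45 (0.58 to 2.12), 1.40 (0.56 to 2.42) and 2.49 (1.76 to 2.97). The interval for osteoblast genes included 0 (1.19, -0.32 to 2.02). An equal rise of every other cell type, from a smaller share of progenitors in the sort, would leave no gap only under a condition. The compared genes would have to be silent in progenitors. Some were abundant in control, such as Jchain (3655 CPM) and Nkg7 (268 CPM), which can hide a rise. The study's lineage cocktail also holds lymphoid and myeloid markers but no stromal one, so cell types need not rise alike. The gaps show that the lists other than osteoblast genes lay below the stromal list. They do not decide whether the share of progenitors fell. Of dendritic cell genes 0 of 14 were higher and 3 lower, and of 10 mature B and plasma cell genes 0 passed. Macrophage (7 higher and 2 lower of 15) and NK cell genes (8 and 1 of 15) rose, so a rise of some other cell types is left open. The stromal median is partly set by the expression filter. Only 5 of the 15 weakly expressed members would have passed it on control libraries alone, and those 5 were all higher. With both lists limited to members with a mean under 10 CPM, the gap to mature B and plasma cell genes was 2.2 (1.66 to 3.27). For T cell, macrophage, NK cell and endothelial genes it was 1.92, 1.48, 1.47 and 1.33, with intervals that excluded 0. The osteoblast interval again included 0 (1.14, -0.32 to 2.01). The 7 more abundant members ranged from -1.38 to 2.56, around the macrophage (0.80) and NK cell (0.85) medians. Stromal RNA or cells in the sort, which a c-Kit gate would remove, cannot be told apart from a change of expression within progenitors. All 15 of 15 members with a control mean under 5 CPM were higher. Only 5 of them would have passed the expression filter on the control libraries alone, so the count of 15 was largely fixed beforehand. The 5 that would have passed were all higher, a count that the filter did not fix. Of the 7 more abundant members, 3 were higher (Cxcl12 at 2.56, Pdgfrb at 1.27 and Lpl at 1.14), Serpinf1 (-1.38) and Igfbp4 (-0.64) were lower, and Col1a1 (0.83 ± 0.44) and Col1a2 (0.31 ± 0.28) were not called, of which all but Cxcl12 and Serpinf1 were named after their values were seen.

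Among the 10 lists called lower, another split of the libraries gave a median at least as large in size for granulocyte-monocyte progenitor (0.35 against a real 0.32), dendritic cell (0.59 against 0.24), interferon response (0.35 against 0.27), immediate early (0.75 against 0.60), ribosomal protein (0.54 against 0.44) and oxidative phosphorylation genes (0.43 against 0.37).

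The 10 splits of the 6 libraries into 3 against 3 are too few for a share under 0.05. The real split gave 1999 genes and the highest other 2, 1225 genes over 1.5-fold and the highest other 2, and 18 lists by camera against a highest other of 17. In each case 1 split, the real one, reached its count. The other splits gave 9 to 17 lists by camera with at most 2 genes called. The count of lists therefore hardly sets the real split apart.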
